# Overexpression of Exosomal Cardioprotective miRNAs Mitigates Hypoxia-Induced H9c2 Cells Apoptosis

**DOI:** 10.3390/ijms18040711

**Published:** 2017-03-28

**Authors:** Jinwei Zhang, Jideng Ma, Keren Long, Wanling Qiu, Yujie Wang, Zihui Hu, Can Liu, Yi Luo, Anan Jiang, Long Jin, Qianzi Tang, Xun Wang, Xuewei Li, Mingzhou Li

**Keywords:** H9c2 cells, microRNA, exosome, apoptosis, hypoxia

## Abstract

Recent evidence suggests that hypoxia caused by acute myocardial infarction can induce cardiomyocyte apoptosis. Exosomes are signalling mediators that contribute to intercellular communication by transporting cytosolic components including miRNAs, mRNAs, and proteins. However, the systemic regulation and function of exosomal miRNAs in hypoxic cardiomyocytes are currently not well understood. Here, we used small RNA sequencing to investigate the effects of hypoxia stress on miRNAome of rat cardiomyoblast cells (H9c2) and corresponding exosomes. We identified 92 and 62 miRNAs in cells and exosomes, respectively, that were differentially expressed between hypoxia and normoxia. Hypoxia strongly modulated expression of hypoxia-associated miRNAs in H9c2 cells, and altered the miRNAome of H9c2 cells-derived exosomes. Functional enrichment analysis revealed extensive roles of differentially expressed exosomal miRNAs in the HIF-1 signalling pathway and in apoptosis-related pathways including the TNF, MAPK, and mTOR pathways. Furthermore, gain- and loss-of-function analysis demonstrated potential anti-apoptotic effects of the hypoxia-induced exosomal miRNAs, including miR-21-5p, miR-378-3p, miR-152-3p, and let-7i-5p; luciferase reporter assay confirmed that *Atg12* and *Faslg* are targets of miR-152-3p and let-7i-5p, respectively. To summarize, this study revealed that hypoxia-induced exosomes derived from H9c2 cells loaded cardioprotective miRNAs, which mitigate hypoxia-induced H9c2 cells apoptosis.

## 1. Introduction

Acute myocardial infarction (AMI), a common consequence of coronary artery occlusion and myocardial ischemia, is one of the leading causes of death worldwide [1,2]. Hypoxia caused by AMI leads to cardiomyocyte apoptosis [3]. Unlike necrosis, apoptosis is a process of programmed cell death that is actively controlled by a series of genes to maintain homeostasis [4]. Hypoxia-inducible factor (HIF), which comprises α and β subunit, is a master regulator of cellular response to hypoxia [5]. Under hypoxic conditions, HIF-α (HIF-1α, HIF-2α and HIF-3α) is activated and translocates from the cytoplasm to the nucleus, where it dimerizes with HIF-β and binds to hypoxia response elements (HRE) in the promoters of HIF-controlled genes [6]. Afterward, hypoxia-adaptive pathways will be activated, including angiogenesis, anaerobic metabolism, erythropoiesis, and iron metabolism, to reduce oxygen consumption and increase cell survival [7]. Nonetheless, continuous hypoxic stress will eventually lead to apoptosis, or even necrosis [8].

miRNA, a class of endogenous non-coding RNA, is well established as a mediator of post-transcriptional regulation in a wide array of biological processes, including differentiation, proliferation and apoptosis [9]. Recently, a number of studies have demonstrated that hypoxia can modulate expression of a specific subset of miRNAs, termed “hypoxamiRs”; and that these hypoxamiRs coordinate HIF signaling to regulate cell proliferation, metabolism, DNA repair, and apoptosis [10]. Exosomes are nano-sized (50–200 nm) vesicles released by many cell types via exocytosis. They can mediate cell-to-cell communication and function as signalling agents by delivering nucleic acids (including miRNA and mRNA) and proteins between cells [11]. Emerging evidence indicates that exosome-mediated transfer of miRNAs between cardiomyocytes contributes to reconciling cardiac physiology and pathology state. Cardiac fibroblast-derived exosomes deliver miR-21* to cardiomyocytes to induce myocardial hypertrophy by targeting *SORBS2* and *PDLIM5* [12]. miR-21-5p and miR-210-3p are enriched in exosomes secreted from mouse cardiac fibroblast-derived induced pluripotent stem cells (iPS cells), and prevent H9c2 cells apoptosis by regulating Nanog and HIF-1α, respectively [13]. miR-210-3p derived from exosomes secreted by cardiac progenitor cells (CPCs) inhibits cardiomyocyte apoptosis by targeting *ephrin A3* and *PTP1b* [14]. However, the systemic regulation and function of exosomal miRNA in cardiomyocytes under AMI-induced hypoxic stress are poorly understood.

In this study, we established a model of anoxia using H9c2 cells, an immortal rat cardiomyoblast cell line, in hypoxic conditions that mimicked the hypoxia caused by AMI in vitro. We used small RNA sequencing to investigate the miRNA transcriptome of H9c2 cells and exosomes collected from hypoxia and normoxia. We found that expression of hypoxamiRs was strongly regulated by hypoxia in H9c2 cells; furthermore, hypoxia markedly altered the miRNAome of H9c2 cells-derived exosomes. The exosomal miRNAs that were differentially expressed (DE miRNAs) between hypoxia and normoxia were mainly involved in the HIF-1 signaling pathway and cell apoptosis. Our results reveal that exosomes produced by H9c2 cells in response to hypoxia contain cardioprotective miRNAs and mitigate H9c2 cells apoptosis after hypoxia, which may present a potential novel treatment for AMI and other types of heart disease.

## 2. Results and Discussion

### 2.1. Hypoxia Decreases Cell Viability and Induces Apoptosis in H9c2 Cells

A previous study demonstrated that hypoxia induced cardiomyocyte apoptosis, which was involved in the pathogenesis of AMI [15]. To illustrate the physiological effect of acute hypoxia on H9c2 cells, we cultured H9c2 cells in vitro under hypoxic conditions (1% O_2_) for 48 h. Hypoxia induced notable changes in cell morphology and growth, and induced H9c2 cell apoptosis (Figure 1A). Furthermore, CCK8 (Figure 1B) and flow cytometry analysis (Figure 1D,E) indicated that hypoxia significantly reduced H9c2 cell viability and induced apoptosis, in keeping with previous studies [16,17]. Additionally, we analysed cell membrane integrity by LDH release assay, which showed a higher LDH leakage rate in hypoxia compared with normoxia (Figure 1C). Furthermore, hypoxia markedly increased expression of the pro-apoptotic genes *Caspase-3*, *Bax*, *Aaf-1*, *Faslg*, and *P53*, whereas expression of the anti-apoptotic gene *Bcl-2* was inhibited by hypoxia (Figure 1F). These results indicate that, as expected, hypoxia induced H9c2 cells apoptosis.

### 2.2. Hypoxia Significantly Modulates hypoxamiR Levels in H9c2 Cells

Hypoxia modulates expression of hypoxamiRs, which can directly and indirectly regulate hypoxia-adaptive pathways to preserve cell viability [7]. 

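H9c2 is a cardiomyoblast line from rat heart, and small RNA-seq counts short RNAs after adaptor ligation and PCR. Each condition was 1 library, 1 of normoxic and 1 of hypoxic H9c2 cells cultured for 48 h, so differences between them have no replicate check and no p-value is given for single miRNAs. The authors deposited RPM, reads on a scale set for each library, for 765 rat mature miRNAs. Every value above 0 was a whole multiple of 1 step in its library (within 0.1 read) and at least 10 steps, so that 1 step was taken as 1 read and miRNAs with fewer reads are listed at 0. On this basis the RPM scale stands for 10404866 reads in normoxic and 13285239 reads in hypoxic cells. The miRNAs held 5310302 of these reads in normoxic cells and 3578371 in hypoxic cells. They were therefore 51.0% of the reads behind the scale in normoxia and 26.9% in hypoxia, and the sum of RPM over all miRNAs in hypoxic cells was 0.528 of that in normoxic cells. Ratios of hypoxia to normoxia were computed from RPM for miRNAs with at least 10 reads in both libraries. Their 95% intervals are exact (Clopper-Pearson) from the reads and cover counting error only, since PCR reads are not independent molecules.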

To comprehensively explore hypoxia-induced variations in the miRNA transcriptome, H9c2 cells were cultured in normoxic and hypoxic conditions, then collected and prepared for Illumina small RNA-seq. 

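The most abundant miRNA in both libraries of cells was miR-21-5p, with 280137 RPM in normoxia and 130725 RPM in hypoxia. It held 54.9% of the miRNA reads in normoxic cells and 48.5% in hypoxic cells. The next in both were miR-143-3p and let-7i-5p. The 12 most abundant miRNAs of the libraries shared 9 members. Hypoxic cells had miR-210-3p, miR-221-3p and miR-24-3p among their 12, where normoxic cells had miR-26a-5p, let-7c-5p and miR-22-3p. A miRNA was taken as identified at 10 reads or more, which gave 338 miRNAs in normoxic cells and 331 in hypoxic cells.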

We identified 338 and 331 known miRNAs in normoxic and hypoxic H9c2 cells, respectively. The number of overlapping and unique miRNAs in normoxic and hypoxic H9c2 cells is shown in Figure 2A. Overlapping miRNAs account for 89.5% of the total, which shows that hypoxia induced a small change in the miRNA species. 

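Of 353 miRNAs identified in cells, 316 were found in both libraries, 22 only in normoxia and 15 only in hypoxia. The share found in both was 89.5% (95% exact binomial interval 85.8% to 92.5%). The miRNAs of 1 library only were of low abundance. Among those of normoxic cells, miR-205 had the most reads, 54, and among those of hypoxic cells miR-134-5p had the most, 90. They held 0.00844% of the miRNA reads in normoxic cells and 0.0100% in hypoxic cells. Because miRNAs under 10 reads are listed at 0, absence from a library is not shown by these values. From the share of miRNAs found in both libraries, the paper concludes that hypoxia changed the miRNA species of the cells little.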

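Most miRNAs had lower RPM in hypoxic than in normoxic cells. Of the 316 miRNAs identified in both libraries, 88 had a ratio below 0.5 and 4 a ratio above 2, and the median ratio was 0.612. Among miRNAs with at least 50 reads in 1 of the libraries, the lowest ratios were those of miR-671 (0.146, 95% interval 0.0860 to 0.237), miR-33-5p (0.186, 0.127 to 0.266) and miR-7a-5p (0.205, 0.201 to 0.21). The highest ratio was that of miR-217-5p, which had 10.4 RPM in normoxia and 29.4 RPM in hypoxia (ratio 2.84, 2.29 to 3.54). miR-450b-3p followed with a ratio of 2.30 (1.89 to 2.81). Of 6 members of a list of neuronal miRNAs identified in both libraries, 4 had a ratio below 0.5, among them miR-129-5p (0.264, 0.259 to 0.27) and miR-9a-5p (0.316, 0.25 to 0.396), whose ratios were 0.501 and 0.598 when scaled to the miRNA total, within the thresholds. On that scale 1 of the 6, miR-7a-5p, stayed below 0.5, at 0.389. With the median ratio of all miRNAs set to 1, miR-7a-5p (0.336) and miR-129-5p (0.432) were below 0.5 and miR-9a-5p was at 0.516. In the let-7 family 2 of 9 members were below 0.5 and all were below 1. When scaled to the miRNA total 6 were above 1, and 3 with the median ratio of all miRNAs set to 1. The counting interval lay wholly below 0.5 for 45 of the 88 lower miRNAs and wholly above 2 for 1 of the 4 higher ones. The log2 ratio of the miRNA totals was -0.92, and scaling to the miRNA total subtracts it from every log2 ratio, after which 37 miRNAs had a ratio above 2 and 12 a ratio below 0.5.

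**Figure D1:**
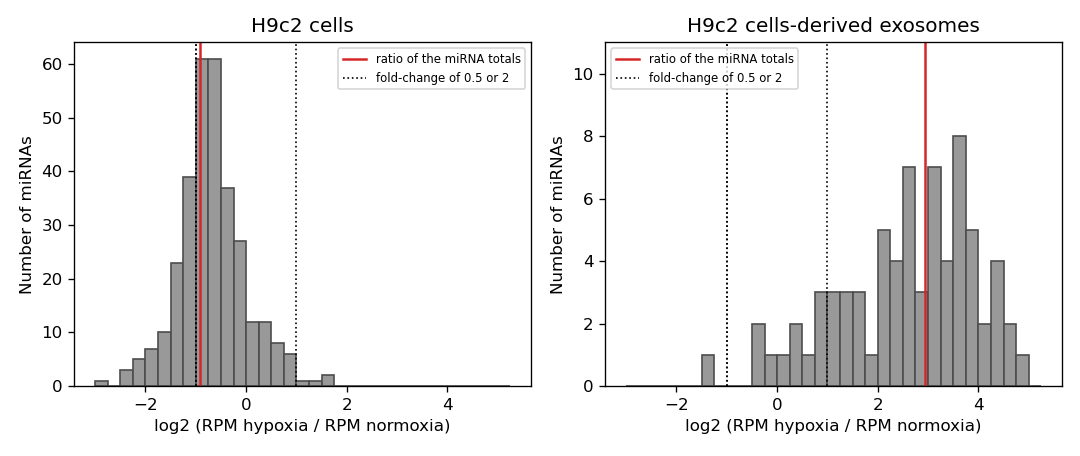
Numbers of miRNAs (y axis) by the log2 ratio of RPM in hypoxia to normoxia (x axis) in H9c2 cells (316 miRNAs) and in H9c2 cells-derived exosomes (73 miRNAs). Dotted lines mark ratios of 0.5 and 2, and the red line marks the ratio of the miRNA totals (log2), at -0.92 in cells and 2.94 in exosomes.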

Afterwards, 92 differentially-expressed miRNAs were identified in H9c2 cells after hypoxia (defined as those exhibiting a fold-change between hypoxic and normoxic conditions of <0.5 or >2) (Table S1). 

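The 31 miRNAs that Table S1 marks as hypoxamiRs, miRNAs known to respond to low oxygen, all had a ratio below 0.5 in cells, with a median of 0.412. They were marked by the study among its DE miRNAs, so their direction is not independent evidence. A further 21 miRNAs are marked only in Table S2. All 21 were identified in both libraries of cells, with ratios from 0.508 to 1.48 and a median of 0.662. Taking the paper's number of 60 known hypoxamiRs among 765 rat miRNAs, 51.7% of the hypoxamiRs and 8.65% of the other 705 miRNAs were DE (chi-square test without correction, p = 8.07e-23). Against the miRNAs identified in both libraries, with all 60 hypoxamiRs taken as identified, 23.8% of the other 256 miRNAs were DE (two-sided Fisher's exact test, p = 5.59e-05). The miRNAs are not replicates, so these p-values describe these libraries. Scaled to the miRNA total, 4 of the 31 had a ratio below 0.5, an alternative chosen after the data were examined. On that scale 6 of the 52 marked in either table were DE, and a two-sided Fisher's exact test over all rat miRNAs gave p = 0.264 with the other 8 hypoxamiRs taken as not DE and p = 6.02e-06 with all 8 taken as DE.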

Notably, the distribution of miRNAs showed that more than half of the known hypoxamiRs (31 of 60, 51.67%) were presented in the DE miRNAs of cells after hypoxia, which indicated that hypoxia significantly modulated the hypoxamiRs expression in H9c2 cells (*p* = 9.99 × 10^−11^, χ^2^-test; Figure 2B). Additionally, we randomly selected seven miRNAs for validation of expression; the results demonstrated high correlation between the small RNA-seq and qRT-PCR (Figure 2C). 

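By small RNA-seq, miR-210-3p, miR-450b-3p and miR-351-5p had higher RPM in hypoxic cells and miR-199a-5p, miR-7a-5p, miR-146a-5p and miR-107-3p lower RPM. The log2 ratio of miR-450b-3p was 1.2 (95% counting interval 0.92 to 1.49). That of miR-7a-5p was -2.28 (-2.32 to -2.25). miR-107-3p had a log2 ratio of -1.13 (-1.27 to -1.0). miR-146a-5p had a log2 ratio of -0.85 (-0.88 to -0.83), and its near-identical relative miR-146b-5p, with which it may share reads, had -2.07 (-2.11 to -2.04). The log2 ratio of miR-146a-5p changed sign, to 0.07, when scaled to the miRNA total. It stayed below 0, at -0.15, with the median ratio of all miRNAs set to 1. The paper's qRT-PCR bar for miR-146a-5p, on a U6 scale and read from Fig. 2C, is about -1.6.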

Most of the DE miRNAs in cells have functions related to the cellular response to hypoxia. For example, miR-210-3p is known as the “master” hypoxamiR; it is induced by hypoxia in a HIF-dependent manner and has been shown to exhibit cardioprotective effects, such as preservation of cardiac function, upregulation of neovascularization, and inhibition of apoptosis [18]. Moreover, miR-351-5p directly target *Ang-2* and *VEGF* and has been shown to participate in hypoxia-induced microvascular dysfunction [19]. miR-199a-5p is acutely downregulated in cardiac myocytes after hypoxia and directly targets *HIF-1α* and *Sirtuin 1* to regulate the hypoxia-triggered pathway, it can be exploited for preconditioning cells against hypoxic damage [20].

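miR-210-3p had 2650 RPM in normoxic cells and 3921 RPM in hypoxic cells, from 27572 and 52093 reads. Its ratio of 1.48 (95% counting interval 1.46 to 1.50) lay below the threshold of 2. Scaled to the miRNA total its ratio was 2.8, above that threshold.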

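miR-351-5p had 1797 RPM in normoxic cells and 2637 RPM in hypoxic cells, a ratio of 1.47 (95% counting interval 1.44 to 1.49). It belongs to a cluster of miRNA genes on the X chromosome, in which Mir322, Mir503, Mir351, Mir542, Mir450a1 and Mir450b-1 are neighbours in the RefSeq annotation of GRCr8. Of 12 mature miRNAs of this cluster, 10 had a ratio above 1 in cells, and the median was 1.46. All 12 were above 1 when scaled to the miRNA total, and 11 with the median ratio of all miRNAs set to 1. miR-450a-5p, with 804 RPM in normoxia, had a ratio of 1.60 (1.56 to 1.64). miR-322-5p had a ratio of 1.40 (1.33 to 1.48). The exceptions were miR-351-3p (0.894, 0.642 to 1.25) and miR-503-5p (0.558, 0.528 to 0.590). miR-199a-5p went from 12467 RPM in normoxic cells to 5118 RPM in hypoxic cells, a ratio of 0.410 (0.407 to 0.414). Scaling to the miRNA total put the ratio of miR-199a-5p at 0.778, within the thresholds. Its qRT-PCR bar in Fig. 2C, read from the figure, is a log2 of about -1.3. On RPM its log2 ratio was -1.28, and scaled to the miRNA total -0.36. For miR-351-5p the bar is about 1.2, between 0.55 on RPM and 1.48 scaled to the miRNA total.

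**Figure D2:**
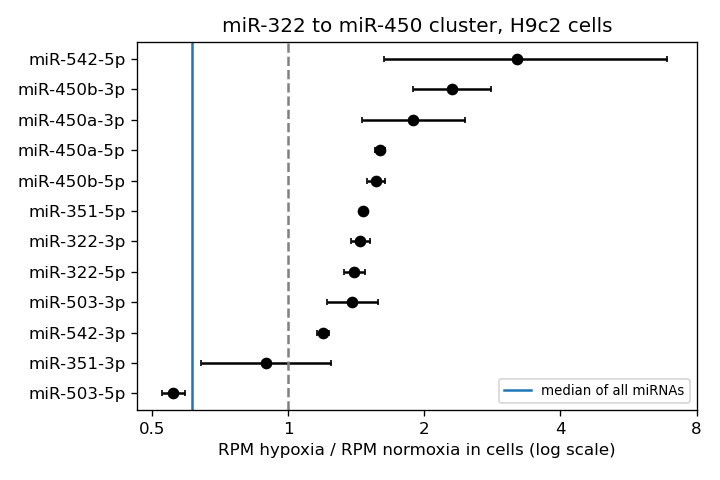
Ratio of RPM in hypoxia to normoxia (x axis, log scale) for the 12 mature miRNAs of the cluster in H9c2 cells. Points are the ratios of 1 library per condition, bars are 95% counting intervals, the dashed line marks a ratio of 1 and the blue line the median of all miRNAs, 0.612; 10 of the 12 points lie right of 1, and all 12 would when scaled to the miRNA total.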

### 2.3. Hypoxia Dramatically Alters the miRNAome of H9c2 Cells-Derived Exosomes

Recent reports have shown that exosomes are produced by many cardiac-derived cell types, including cardiac fibroblasts [12], cardiac fibroblast-derived induced pluripotent stem cells [13], and cardiac progenitor cells [14]; these exosomes can play important roles in intercellular communication. We isolated exosomes from the culture media of H9c2 cells cultured under normoxic and hypoxic conditions by ultracentrifugation. The sizes distribution of the particles were investigated using NanoSight, a nanoparticle tracking analyser, which revealed particles ranging from 50 to 200 nm in diameter (Figure 3A), in keeping with typical exosome size [21,22]. Although the size range of exosomes were similar to normoxia group, the area under the curve of hypoxia group was increased, which indicated that hypoxia increased the number of exosomes secreted. Recent reports have suggested that some in vitro environmental stressors, such as heat [23], hypoxia [23,24], and glucose starvation [25], can enhance the secretion and modify the composition of exosomes in various cell types, including 3T3-L1 adipocytes [25], and cardiac progenitor cells [26]. Furthermore, we found that for both normoxia and hypoxia, total RNA isolated from H9c2 cells-derived exosomes contained a considerable number of small RNAs of approximately 25 nucleotides in length (Figure S1). These results showed that H9c2 cells produced miRNA-enriched exosomes under both normoxia and hypoxia.

Previously, Valadi et al. [11] suggested that miRNA-loaded exosomes can deliver their contents to other cell types and, thus, act as signaling mediators and exert functional regulation. To examine the miRNAome difference of H9c2 cells-derived exosomes under both normoxia and hypoxia, we conducted small RNA-seq analysis using total RNA isolated from the exosomes. This analysis identified 74 and 144 known miRNAs in normoxic and hypoxic H9c2 cells-derived exosomes, respectively. 

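The exosomes, vesicles collected from the culture medium by ultracentrifugation, were also sequenced as 1 library per condition, and their RPM were deposited by the authors in the same form as those of the cells. The RPM scale stands for 11866514 reads in normoxic and 12353415 reads in hypoxic exosomes. Only a small part of these reads was assigned to miRNAs. The miRNAs held 13598 reads in normoxic exosomes and 108860 reads in hypoxic exosomes. Their share of the reads behind the RPM scale was 0.115% (95% exact binomial interval 0.113% to 0.117%) in normoxia and 0.881% (0.876% to 0.886%) in hypoxia. The sum of RPM over all miRNAs was thus 7.69 times as high in hypoxic as in normoxic exosomes. What the other reads were is not analysed here. Ratios and counting intervals were computed as for the cells.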

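Of the 145 miRNAs identified in exosomes, 73 were found in both libraries, 71 only in hypoxia and 1, miR-1-3p, only in normoxia. Those found only in hypoxic exosomes had a median of 19 reads and held 2.42% of the miRNA reads of that library. The most abundant of them were miR-193b-3p with 141 reads and miR-351-5p with 134 reads. Of the 145 miRNAs, 142 were also identified in at least 1 library of cells.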

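In all, 71 miRNAs were identified in all 4 libraries and 65 in both libraries of cells and in hypoxic exosomes but not in normoxic exosomes. Another 180 were found in both libraries of cells and in no exosomes. The hypoxic library held 8.01 times as many miRNA reads as the normoxic one. When its reads were thinned at random to the 13598 miRNA reads of normoxic exosomes in 100 draws, a mean of 65.51 miRNAs (58 to 70) reached 10 reads, compared with 74 in normoxia.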

Notably, comparing the slight difference of miRNA species in cells, hypoxia manifestly increased miRNA species in exosomes (Figure 2A and Figure 3B). Interestingly, all of the DE miRNAs in exosomes (62 in total; fold-change <0.5 or >2; Table S2) were upregulated in hypoxia compared with in normoxia, and included a number of known hypoxamiRs (Figure 3C,D). These results showed that hypoxia altered both the types and expression levels of miRNAs in H9c2 cells-derived exosomes. Moreover, the 12 unique miRNAs with the highest expression levels accounted for 79.07% and 83.81% by total read counts of all miRNAs in hypoxic and normoxic exosomes, respectively. 

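Of the 73 miRNAs identified in both libraries of exosomes, 62 had a ratio above 2 and 1 a ratio below 0.5, and the median ratio was 6.73. Among miRNAs with at least 50 reads in 1 library, miR-186-5p had the highest ratio, 29.7 (95% counting interval 16.8 to 58.0), from 12 reads in normoxia and 371 in hypoxia. It was followed by miR-214-3p (26.8, 18.0 to 41.7) and miR-143-3p (24.3, 21.3 to 27.7), which is abundant in smooth muscle and fibroblasts. The lowest ratios were those of miR-9b-3p (0.727, 0.504 to 1.04) and miR-122-5p (1.36, 1.08 to 1.71), the main miRNA of liver, whose ratio was 0.177 when scaled to the miRNA total. The miRNA below 0.5 was miR-1b, with 23 reads in normoxia and 10 in hypoxia (0.418, 0.177 to 0.912). In the miR-23, miR-27 and miR-24 clusters all 4 members identified in both libraries were above 2, with a median of 15.6 (2.03 scaled to the miRNA total). In the let-7 family 5 of 6 were above 2, with a median of 4.14, which was 0.538 on the other scale. The 25 hypoxamiRs marked in Table S2 had a median ratio of 7.78, and 13 of them were above 1 when scaled to the miRNA total. They were marked by the study among its DE miRNAs. The counting interval lay wholly above 2 for 54 of the 62. Of all 73 miRNAs, 10 had a ratio above 2 and 21 a ratio below 0.5 when scaled to the miRNA total. From the numbers identified and the DE miRNAs, the paper concludes that hypoxia altered both the types and the levels of miRNAs in exosomes.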

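The share was 79.1% (95% exact binomial interval 78.8% to 79.3%) of the miRNA reads in hypoxic exosomes and 83.8% (83.2% to 84.4%) in normoxic exosomes. The intervals do not overlap, but they cover counting error only. In normoxic exosomes miR-22-3p held 23.3% of the miRNA reads, miR-320-3p 16.6% and miR-146a-5p 11.1%. In hypoxic exosomes miR-146a-5p held 17.6%, miR-22-3p 14.0% and miR-320-3p 12.3%.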

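In hypoxic exosomes the order by RPM was miR-146a-5p, miR-22-3p, miR-320-3p, miR-129-5p, miR-3557-5p, miR-143-3p, miR-423-5p, miR-378a-3p, miR-24-3p, miR-21-5p, miR-210-3p and let-7i-5p. In normoxic exosomes it was miR-22-3p, miR-320-3p, miR-146a-5p, miR-423-5p, miR-129-5p, miR-3557-5p, miR-378a-3p, miR-21-5p, miR-143-3p, miR-210-3p, miR-24-3p and miR-125b-1-3p. The lists share 11 miRNAs, and 0 of the 12 ranks hold the same miRNA. miR-143-3p went from rank 9 with 244 reads in normoxia to rank 6 with 6160 reads in hypoxia, and miR-423-5p from rank 4 with 1221 reads to rank 7 with 4243 reads. At the lower end of the normoxic list, miR-24-3p with 169 reads and miR-125b-1-3p with 154 reads differ by less than the counting error.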

Meanwhile, 11 of the 12 most highly-expressed unique miRNAs were shared between normoxic and hypoxic exosomes, but their ranks in terms of expression levels obviously differed between the two conditions (Figure 3E). These results further demonstrated that hypoxia markedly changed the miRNAome of H9c2 cells-derived exosomes. Additionally, 11 miRNAs were randomly selected for qRT-PCR validation (Figure 3F).

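The small RNA-seq ratios of these miRNAs in exosomes were all above 2. They ranged from 4.63 (95% counting interval 4.46 to 4.82) for miR-22-3p to 22.2 (16.2 to 31.3) for miR-23a-3p. miR-151-3p had a ratio of 21.0 (16.7 to 26.7) and miR-532-5p one of 19.7 (15.2 to 26.0). For miR-146a-5p it was 12.2 (11.6 to 12.8), for miR-221-3p 11.6 (9.78 to 13.9) and for miR-320-3p 5.73 (5.48 to 6.00). Scaled to the miRNA total, 7 of the 11 ratios were above 1, and those of miR-22-3p and miR-320-3p were 0.603 and 0.745. The qRT-PCR folds of Fig. 3F, on a U6 scale, were above 1 for all 11. Read from the figure, they were about 3.2 for miR-22-3p and 4.3 for miR-320-3p. In size they differed from the RPM ratios for 9 of the 11.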

To explore the potential functions of the DE miRNAs in hypoxic exosomes, we conducted target prediction and functional enrichment analysis using DIANA online software [27]. This revealed that the target genes of DE miRNAs in hypoxic exosomes were mainly involved in the HIF-1 signalling pathway, the cell cycle, or pathways involved in cell apoptosis, including the hippo, mTOR, TNF, MAPK, and TGF-β signalling pathways (Figure 3G), all of which are highly relevant to the hypoxic adaptability of cells. Notably, half of the DE miRNAs that we identified (31/62, 50%) were enriched in the HIF-1 signalling pathway; these hypoxamiRs directly target important mRNA transcripts that coordinate metabolic reprogramming, apoptosis, survival, and many other cellular processes that contribute to hypoxia adaptation. Additionally, some of DE miRNAs were enriched in functional processes related to cell viability under hypoxia, such as the TNF, MAPK, and mTOR signalling pathways. TNF family proteins, especially TNF-α, can activate multiple cell death pathways that contribute to progressive cardiomyocyte apoptosis [28,29]. The MAPK signalling pathway, which includes ERK1/2, JNK, and P38, plays an important role in cell proliferation, differentiation, and apoptosis [30]. Activation of JNK or p38 MAP kinases induces apoptosis in various cell types [31], including cardiomyocytes [32]. ERK1/2 exerts bidirectional effects in apoptosis, activation of ERK1/2, can activate or inhibit downstream effectors to determine cell fate [33]; acute activation of ERK1/2, exerts an anti-apoptotic effect and, thus, mitigates myocardial ischemia reperfusion injury (I/R injury), whereas chronic activation of ERK1/2 causes cardiomyocyte hypertrophy and is an essential mechanistic molecular pathway in adverse cardiac remodeling [34]. mTOR also has pleiotropic functions in the regulation of cell apoptosis; it can act as an inhibitor or an inducer of apoptosis depending on the cellular context [35]. Moreover, some of the DE miRNAs identified were enriched in the citrate cycle (the TCA cycle), pyruvate metabolism, ubiquitin mediated proteolysis, which suggests that hypoxia may affect the metabolism of glucose and some proteins.

### 2.4. Overexpression of Hypoxia-Induced Exosomal miRNAs Mitigates Hypoxia-Induced Apoptosis

To further investigate the biological function of hypoxia-induced exosomal miRNAs in H9c2 cell apoptosis, we selected miR-21-5p, miR-378-3p, miR-152-3p, and let-7i-5p, which were significantly upregulated in hypoxic exosomes and participated in apoptosis, for functional verification. Among these miRNAs, miR-21-5p, and miR-378-3p have been reported to have anti-apoptotic effects in cardiomyocytes under hypoxic stress [36,37]. 

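In exosomes, let-7i-5p went from 9.52 RPM in normoxia to 153 RPM in hypoxia, a ratio of 16.1 (95% counting interval 13.3 to 19.6). miR-152-3p went from 6.57 to 80.3 RPM (ratio 12.2, 9.70 to 15.6). miR-21-5p, which is known to act against apoptosis, went from 28.6 to 192 RPM (ratio 6.73, 6.00 to 7.56). miR-378a-3p, written miR-378-3p in the paper, went from 49.3 to 275 RPM (ratio 5.57, 5.10 to 6.10). In the cells the ratios were below 1, at 0.553 (0.549 to 0.557) for let-7i-5p, 0.528 (0.518 to 0.538) for miR-152-3p, 0.467 (0.466 to 0.468) for miR-21-5p and 0.629 (0.589 to 0.673) for miR-378a-3p. After scaling to the miRNA total, the ratios in exosomes were 2.09 for let-7i-5p and 1.59 for miR-152-3p, and were below 1 for miR-21-5p (0.875) and miR-378a-3p (0.725). The paper's qRT-PCR folds in exosomes (Fig. 3F, U6 scale, read from the figure) were above 1 and below the RPM ratios. They were about 2.5 for let-7i-5p, 3.0 for miR-152-3p, 2.7 for miR-21-5p and 2.4 for miR-378a-3p. let-7i-5p may share reads with other members of the let-7 family.

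**Figure D3:**
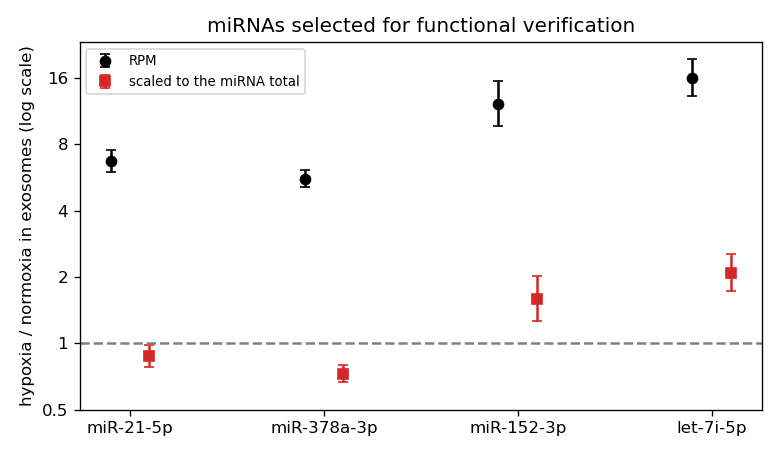
Ratio of hypoxic to normoxic exosomes (y axis, log scale) for the miRNAs selected for functional verification. Circles are ratios of RPM and squares ratios scaled to the miRNA total, with 95% counting intervals from 1 library per condition; all circles lie at 5.57 or above, and the squares lie on both sides of the dashed line at 1.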

Gain- and loss-of-function analyses were performed using transfection of miRNA mimic (or mimic control), or inhibitor (or inhibitor control). qRT-PCR confirmed effective overexpression and downregulation of miRNAs in H9c2 cells transfected with the mimic and inhibitor, respectively (Figure 4A). Cells were exposed to hypoxia for 48 h after transfection, then cell viability, membrane integrity, and apoptosis rate were evaluated. As a result, under hypoxia condition, overexpression of miR-21-5p significantly suppressed the reduction of cell viability (*p* < 0.05; Figure 4B), reduced the cell membrane damage (*p* < 0.05; Figure 4C), and obviously promoted cell survival (Figure 4D). miR-21-5p overexpression significantly reduced the expression of the direct targets of miR-21 [38], *PTEN* and *PDCD-4*, and the apoptosis marker gene caspase-3, conversely, enhanced expression of the anti-apoptotic gene *Bcl-2* (Figure 4E). Similarly, upregulation of miR-378-3p robustly mitigated hypoxia-induced cell damage (Figure S2A–E). Consistent with previous research [36,38], our results suggest that upregulation of miR-21-5p and miR-378-3p mitigated hypoxia-induced apoptosis and enhanced cell viability, thereby supporting adaptation of the cell to the hypoxic conditions. 

Based on these findings, we focused on miR-152-3p and let-7i-5p for further study. We first transfected H9c2 cells with miRNA mimic (or mimic control), or inhibitor (or inhibitor control). Transfection efficiency is shown in Figure 4F. The experimental treatment and detection methods were similar to those described above. We found that miR-152-3p attenuated the reduction in cell viability (*p* < 0.01) and the increase in cell membrane damage (*p* < 0.05) induced by hypoxia in H9c2 cells (Figure 4G,H). Although the suppression of cell apoptosis induced by miR-152-3p upregulation was not significant (*p* = 0.056), miR-152-3p inhibition significantly reduced cell viability (*p* < 0.01) and increased rates of apoptosis and necrosis, which supports an anti-apoptotic effect of miR-152-3p (Figure 4I). Additionally, pro-apoptotic genes including *Caspase-3* and *Faslg* were inhibited by upregulation of miR-152-3p (Figure 4J). Similarly, let-7i-5p overexpression strongly reduced hypoxia-induced cell damage, including a reduction in cell membrane damage (*p* < 0.01) and apoptosis rate (*p* < 0.01), and downregulation of apoptosis-related genes (Figure S2F–J). These results demonstrate that miR-152-3p and let-7i-5p resemble miR-21-5p and miR-378-3p, which are highly expressed in hypoxic H9c2 cells-derived exosomes, and have anti-apoptotic and pro-viability effects in H9c2 cells under hypoxic stress.

### 2.5. Atg12 and Faslg Are Targets of miR-152-3p and Let-7i-5p, Respectively

To explore the mechanism through which miR-152-3p and let-7i-5p mitigate hypoxia-induced H9c2 cells apoptosis, we predicted potential targets of miR-152-3p and let-7i-5p based on TargetScan and RNA hybrid analyses [39,40]. *Atg12* and *Faslg* were predicted as putative targets of miR-152-3p and let-7i-5p, respectively. *Atg12* encodes autophagy protein 12, a positive mediator of mitochondrial apoptosis that directly regulates the apoptotic pathway by binding and inactivating anti-apoptotic Bcl-2 family members, including Bcl-2 [41]. *Faslg* encodes Fas ligand, a member of the TNF family and the main activator of the extrinsic apoptotic pathway that binds the TNF receptor to induce apoptosis through the death-inducing signalling complex during heart failure [42], ischemia, and myocardial infarction [43]. *Atg12* and *Faslg* mRNA levels were reduced when miR-152-3p and let-7i-5p were overexpressed in hypoxic H9c2 cells (Figure 5A,B).

Bioinformatic prediction suggested that the 3′-UTR of *Atg12* mRNA has one unique putative binding site for the miR-152-3p seed sequence (Figure 5C). We constructed a dual luciferase report plasmid (pmirGLO-*Atg12* 3′-UTR) encoding the rat *Atg12* 3′-UTR that contains miR-152-3p binding sites. This reporter plasmid (with wild-type [Wt] or mutant [Mut] *Atg12* 3′-UTR) was co-transfected with miR-152-3p mimic into HeLa cells, and luciferase activity assay was performed 48 h after transfection. Upregulation of miR-152-3p significantly repressed luciferase activity in HeLa cells transfected with the wild-type *Atg12* 3′-UTR reporter (0.74-fold change, *p* = 0.017; Figure 5D), whereas this repression was completely abolished when the miR-152-3p binding site in *Atg12* was mutated. This indicates that miR-152-3p inhibited *Atg12* expression by binding the 3′-UTR. Similarly, cotransfection of pmirGLO-*Faslg* 3′-UTR (with Wt or Mut *Faslg* 3′-UTR) and let-7i-5p mimic into HeLa cells demonstrated that let-7i-5p was capable of targeting the 3′-UTR of Faslg mRNA (0.79-fold change in luciferase activity, *p* = 0.016; Figure 5E). These results indicate that *Atg12* and *Faslg* are the respective targets of miR-152-3p and let-7i-5p. miR-152-3p directly targeted *Atg12* and activated the anti-apoptotic gene *Bcl-2*, thus attenuating hypoxia-induced H9c2 cells apoptosis [41]; simultaneously, let-7i-5p played an anti-apoptotic role by inhibiting *Faslg* and, thus, attenuating the cell death-inducing signalling cascade [42,43].

Exosomes, which contain a spectrum of bioactive molecules including proteins, RNA, and lipids, have emerged as key mediators of intercellular communication [44]. Most cardiac cell types, including cardiomyocytes, cardiac fibroblasts, and cardiac progenitor cells, have been demonstrated to release exosomes that play an important role in improving cardiac function [22,45]. Recent reports have indicated that exosomes isolated from the blood have a cardioprotective effect, mitigating I/R injury [46], and that cross-species transfer of this cardioprotective effect is possible, with plasma from preconditioned pigs ameliorating I/R injury in rats [47]. In this study, we found that exosomes derived from H9c2 cells under hypoxic stress contained large amounts of cardioprotective miRNAs, which mitigated hypoxia-induced H9c2 cells apoptosis. We tentatively speculate a possible mechanism whereby, under hypoxic stress, hypoxia-sensitized H9c2 cells secrete and deliver hypoxamiR-enriched exosomes to surrounding cells to mitigate hypoxia-induced apoptosis and improve adaptation of the recipient cells to hypoxia. More specifically, we demonstrated for the first time that miR-152-3p and let-7i-5p, which were enriched in exosomes derived from H9c2 cells under hypoxic conditions, played an anti-apoptotic role via the mitochondrial (intrinsic) and the death receptor (extrinsic) pathways, respectively.

## 3. Materials and Methods

### 3.1. Cell Culture and Hypoxia Treatment

The rat cardiomyoblast cell line (H9c2) was obtained from the cell bank of the Chinese Academy of Sciences and cultured in DMEM medium (Hyclone, Logan, UT, USA) supplemented with 10% exosome-depleted FBS prepared by ultracentrifugation at 160,000× *g* at 4 °C for 16 h (Beckman, Brea, CA, USA). Normoxic cells were cultured in a humidified atmosphere of 95% air and 5% CO_2_ at 37 °C; The cells were subjected to hypoxic conditions for 48 h when they reached approximately 50% confluency. Hypoxic cells were cultured in the hypoxic chamber using AnaeroPack (Mitsubishi Gas Company, Tokyo, Japan) to mimic a hypoxic environment in vitro, with other conditions consistent with those of the normoxic cells. The AnaeroPack started to absorb oxygen within 1 min, oxygen tension inside the chamber dropped to 1 mmHg within 1 h (O_2_ < 1%, CO_2_ ≈ 5%) [48].

### 3.2. Exosome Isolaton

Exosomes were isolated from the conditioned medium of H9c2 cells by several centrifugation and filtration steps, as described previously [12,49], with some modifications. Briefly, 10 mL of conditioned medium were centrifuged at 300× *g* for 10 min, then at 2000× *g* for 10 min to remove cells and cellular debris; subsequently, the supernatant was further centrifuged at 10,000× *g* for 30 min at 4 °C and filtered through a 0.22-μm filter to remove subcellular structures. Finally, exosomes pellet were collected by ultracentrifugation at 160,000× *g* for 70 min. For further purification, the pellet were washed with PBS and centrifuged at 160,000× *g* for 70 min. The pellet was resuspended in 250 μL PBS, then immediately stored at −80 °C until use.

### 3.3. Nanoparticle Tracking Analysis

Nanoparticle tracking analysis (NTA) permits determination of both the size distribution and relative concentration of nanoparticles, by recording laser light scattered by particles in solution undergoing Brownian motion and, thus, tracking particle movement. Briefly, 300 μL pellet resuspensions were loaded into the sample chamber of an LM10 unit (Nanosight Technology, London, UK) and measurements were performed with a 405-nm 65-mW laser and an EMCCD Andor Luca camera. The analysis settings were optimized and kept identical each sample, and each video was analysed to give the mean, mode, median, and estimated concentration for each particle size. Data were analysed with NTA 2.1 software [50,51].

### 3.4. Small RNA Library Construction and Sequencing

Total RNA from H9c2 cells and corresponding exosomes were extracted using Trizol Reagent (Invitrogen, Carlsbad, CA, USA), according to the manufacturer’s instructions (*n* = 4). RNA quality was examined using an Agilent 2100 Bioanalyzer (Agilent Technologies, Redwood City, CA, USA). Small RNA-seq was conducted using an Illumina HiSeq 2500 platform (RiboBio, Guangzhou, China). Briefly, small RNA fractions ranging from 18 to 30 nucleotides were enriched from total RNA by 15% Tris-borate-EDTA polyacrylamide gel electrophoresis. To construct a small RNA sequencing library, 3′ and 5′ adaptors were ligated with the unique small RNA fractions. Subsequently, the adaptor-ligated RNA fragments were reverse-transcribed and amplified by PCR, and then were sequenced. The raw sequencing data have been submitted to the NCBI GEO database (GSE90123).

### 3.5. Prediction and Functional Annotation of Exosomal DE miRNA Targets

To explore the potential functions of the exosomal DE miRNAs, we conducted target prediction and functional enrichment analysis using DIANA-mirPath (http://www.microrna.gr/miRPathv3). DIANA-mirPath is a miRNA pathway analysis web-server, providing accurate statistics, while being able to accommodate advanced pipelines. mirPath can utilize predicted miRNA targets (in CDS or 3’-UTR) provided by the DIANA-microT-CDS algorithm, or even experimentally-validated miRNA interactions derived from DIANA-TarBase. These interactions (predicted and/or validated) can be subsequently combined with sophisticated merging and meta-analysis algorithms.

### 3.6. miRNA Transfection

Based on our small RNA-seq results and bioinformatic prediction, we selected several miRNA to use to verify function, including miR-21-5p, miR-378-3p, miR-152-3p, and miR-let-7i-5p. The specific miRNA mimic and inhibitor were purchased from RIBOBIO (Guangzhou, China). H9c2 cells were transfected using Lipofectamine 2000 (Invitrogen) according to the manufacturer’s instructions. In brief, cells were transfected when they reached 50% confluency. Five groups of cells were prepared: control (no transfection); mimic-transfected; mimic-transfected control (transfected with miRNA containing no sequence similarities to any reported rat gene sequence); inhibitor-transfected (transfected with a single RNA sequence exactly complementary to the specific miRNA mimic); and inhibitor-transfected control. Transfection complexes were prepared by a series of premixing steps according to the manufacturer’s protocol, and were then added to the medium to a final concentration of 50 nM (or 100 nM in the inhibitor-transfected group). Six hours after transfection, the medium was replaced. All groups were then exposed to hypoxia treatment for 48 h until the following experiment.

### 3.7. Detection of Viability and Cell Damage by CCK8 and LDH Release

To evaluate H9c2 cells survival and membrane integrity after exposure to hypoxia, cell viability and LDH release were measured by CCK8 and LDH Release Assay Kit (Beyotime Biotechnology, Shanghai, China), respectively. CCK8 could react with dehydrogenase in active cells to form formazan. At 1.5–2 h before analysis, 10 μL CCK8 was added to the medium of cells cultured in 96-well plates. Optical density was measured at 450 nm using a microplate reader (Thermo, Madrid, Spain). Cell viability is presented as a percentage of control absorbance (that of untransfected cells) after subtracting the background absorbance of cell-free culture medium. LDH activity in the culture medium was determined with a microplate reader (at 490 nm) using an enzymatic rate method. LDH release rate was calculated as a percentage of the maximum enzymatic activity of a control sample.

### 3.8. Flow Cytometry Analysis of Cell Apoptosis

Cell apoptosis rates were detected by flow cytometry using an Annexin V apoptosis detection kit (BD Pharmingen, San Diego, CA, USA). PI (propidium iodide) is commonly used for identifying dead cells and is generally excluded from viable cells. AV (Annexin V-FITC) is a common marker of apoptosis because of its high affinity for phosphatidylserine, which is translocated from the inner to the outer leaflet of the plasma membrane early in apoptosis. After 48 h of hypoxia treatment, cells were trypsin-digested and collected by centrifugation at 1000× *g* for 5 min. Each sample was double-stained for 10 min with AV and PI and then analyzed by flow cytometry. Cells stained with AV and PI or AV only were considered necrotic and apoptotic, respectively.

### 3.9. Fluorescence Staining of H9c2 Cells with Hoechst 33342/PI

Cells were washed twice with PBS then stained with Hoechst 33342 (10 mg/mL) for 10 min. The cells were then washed with PBS again and stained with PI for 10 min. Stained cells were imaged by fluorescence microscopy (Olympus, Tokyo, Japan).

### 3.10. Dual-Luciferase Activity Assay

The potentially targeted mRNA contained the specific miRNA binding sites (wild-type [Wt] or mutant [Mut]) were synthesized from TSINGKE (Chengdu, China). The sequences were cleaved using Sac I/Xho I and cloned into the pmirGLO plasmid (Promega Corporation, Madison, WI, USA) at the 3′-end of the firefly luciferase reporter (*luc2*) gene (Figure 5C). HeLa cells were cultured in 96-well plates, when the cell density reached about 80% confluence, recombinant pmirGLO vector with [Wt] or [Mut] co-transfected with miRNA mimics into cells by Lipofectamine3000 (Invitrogen). Cells were collected after 48 h, dual-luciferase activity was measured using the Dual-Luciferase Reporter Assay System kit (Promega), according to the manufacturer’s instructions.

### 3.11. qRT-PCR

Total RNA (including miRNA) was extracted with TRIzol Reagent (Invitrogen). mRNA and miRNA were reverse-transcribed respectively using PrimeScript RT reagent Kit with gDNA Eraser and Mir-X™ miRNA First Strand Synthesis Kit (Takara, Dalian, China), following the manufacturer’s recommendations. qPCR was performed using an SYBR Premix Ex Taq kit (Takara) and a CFX96 system (Bio-Rad, Hercules, CA, USA). All reactions were performed in triplicate. Relative expression levels of mRNAs and miRNAs were calculated using the 2^−ΔΔ*C*t^ method. *GAPDH* and *U6* were used as housekeeping genes for normalizing mRNA and miRNA, respectively. Sequences of the primers used for qPCR are shown in Table S3.

### 3.12. Statistical Analysis

All data are expressed as mean ± SD. Statistical significance was calculated by one way analysis of variance (ANOVA) with Tukey’s post-hoc test for multiple groups or Student’s *t*-test for comparisons of two groups, using SPSS 19.0 software (SPSS Inc., Chicago, IL, USA). *p* < 0.05 was considered statistically significant (* *p* < 0.05; ** *p* < 0.01).

## 4. Conclusions

In this study, we revealed the miRNAome of H9c2 cells and exosomes under both hypoxia and normoxia. We identified 331, 338, 144, and 74 unique mature miRNAs in hypoxic cells, normoxic cells, hypoxic exosomes, and normoxic exosomes, respectively. Moreover, we identified 92 and 62 DE miRNAs in cells and exosomes between hypoxia and normoxia, respectively. These exosomal DE miRNAs were mainly involved in the HIF-1 signaling pathway or pathways related to cell apoptosis, such as the TNF, MAPK, and mTOR pathways. Interestingly, we found that some exosomal DE miRNAs, including miR-21-5p, miR-378-3p, miR-152-3p, and let-7i-5p, had potential anti-apoptotic and pro-viability effects in H9c2 cells under hypoxic stress. Additionally, we identified *Atg12* and *Faslg* as the respective targets of miR-152-3p and let-7i-5p, which partly elucidates the anti-apoptotic mechanism of hypoxia-induced exosomal miRNA. In brief, our results reveal that exosomes derived from H9c2 cells in response to hypoxia loaded with large amounts of cardioprotective miRNAs and mitigate hypoxia-induced H9c2 cells apoptosis, which may present a potential novel treatment for AMI and other types of heart disease.

## Figures and Tables

**Figure 1:**
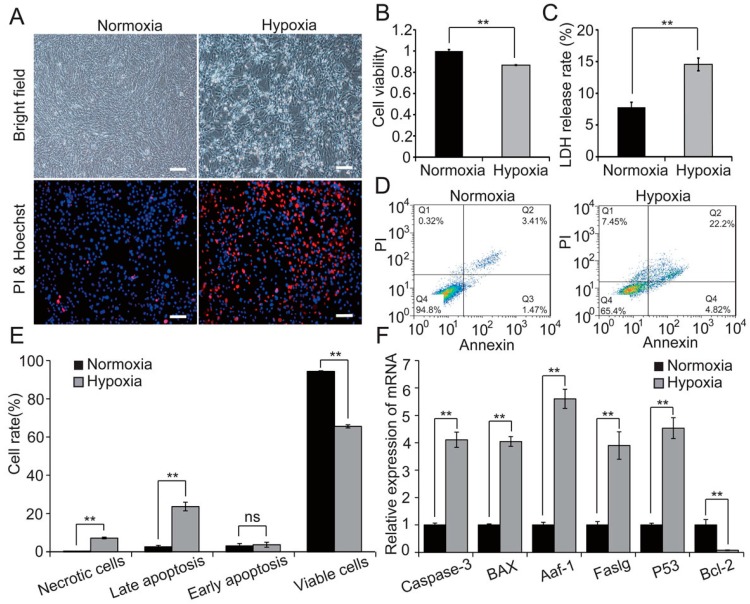
Hypoxia induced H9c2 cells apoptosis. (**A**) H9c2 cells were exposed to hypoxia or normoxia for 48 h then observed by bright-field microscopy, and by fluorescence microscopy with propidium iodide (PI) and Hoechst 33324 double-staining. Scale bar, 10 μm; cell viability (**B**), membrane integrity (**C**) and apoptosis rate (**D**,**E**) were evaluated by CCK8 assay, LDH release assay and flow cytometry analysis, respectively; and (**F**) expression levels of apoptosis-related genes were detected by qRT-PCR. Three independent experiments performed in triplicate; all data are expressed as mean ± SD. ** *p* < 0.01, ns: no significant.

**Figure 2:**
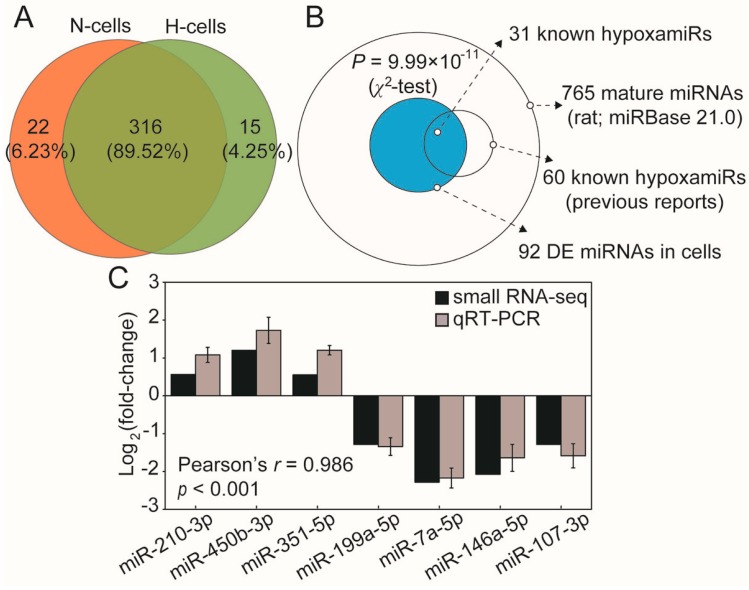
miRNA expression profiles of normoxic and hypoxic H9c2 cells. (**A**) Venn diagram showing the numbers of overlapping and unique miRNAs detected in normoxic and hypoxic H9c2 cells; (**B**) Distribution of miRNAs. Out of 765 rat mature miRNAs deposited in miRBase 21.0, 60 (7.84%) miRNAs have been designated as hypoxamiRs based on the previous reports [7,10], and the hypoxamiRs (31 of 92, 33.69%) were overrepresented in the DE miRNAs of cells after hypoxia (blue circle); and (**C**) Seven miRNAs were randomly selected for qRT-PCR validation. “H” and “N” represented “Hypoxia” and “Normoxia”, respectively.

**Figure 3:**
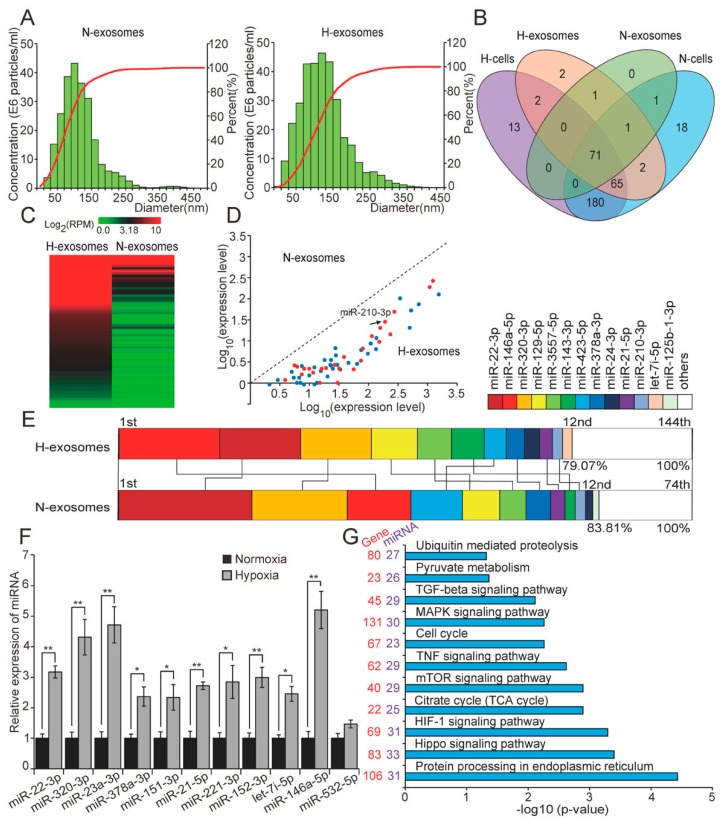
H9c2 cells-derived exosomal miRNAome was dramatically altered by hypoxia. (**A**) Particle size distribution in purified exosomes was measured by NanoSight Tracking Analyzer; (**B**) Venn diagram representing the numbers of miRNAs between H9c2 cells and exosomes before and after hypoxia; this revealed significant hypoxia-induced changes in the miRNAome of H9C2-derived exosomes; heatmap (**C**) and scatter diagram (**D**) showing the DE miRNAs (fold change <0.5 or >2 between hypoxia and normoxia) in exosomes; all of these DE miRNAs were upregulated in hypoxia compared with in normoxia; red dots represented known hypoxamiRs (arrow indicated miR-210-3p); (**E**) the 12 unique miRNAs with the highest expression levels in hypoxic and normoxic exosome miRNA libraries; this indicated that hypoxia significantly altered the ranking of the miRNAs within the list; (**F**) validation of small RNA-seq using qRT-PCR; and (**G**) gene ontology categories and pathways enriched for target genes of DE miRNAs in hypoxic exosomes. *p*-Values, which indicates the significance of the enrichment, were calculated by *Benjamini*-corrected modified Fisher’s exact test. “H” and “N” represented “Hypoxia” and “Normoxia”, respectively. All data are expressed as mean ± SD. * *p* < 0.05, ** *p* < 0.01.

**Figure 4:**
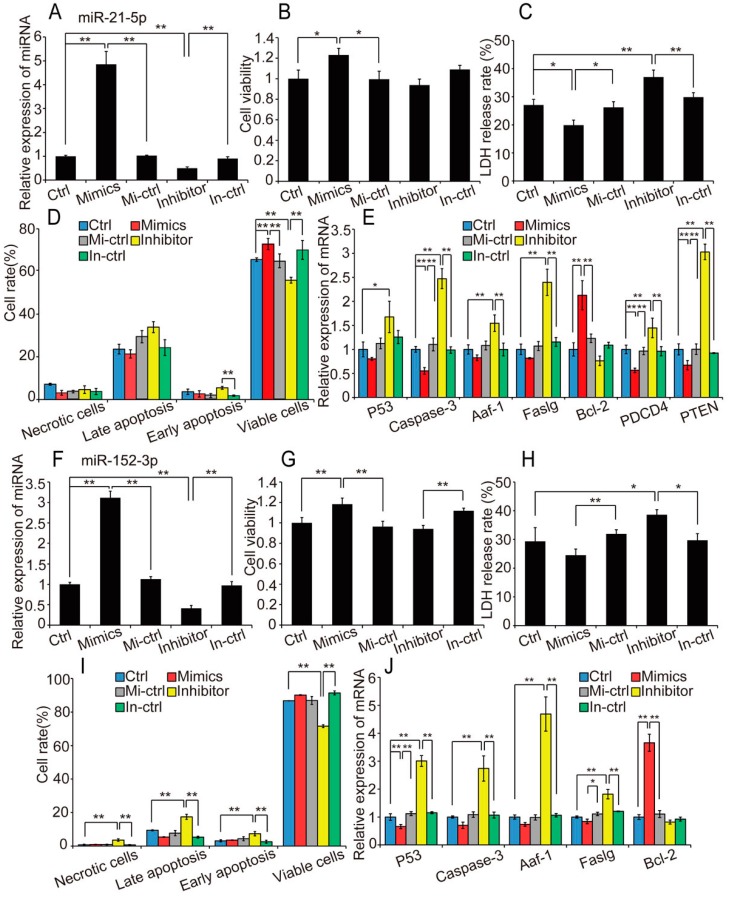
Overexpression of exosomal miRNA mitigates hypoxia-induced apoptosis. (**A**) Relative miRNA expression levels in control and miR-21-5p mimic- and inhibitor-transfected H9c2 cells; cells were exposed to hypoxia for 48 h after transfection; cell viability (**B**), membrane integrity (**C**) and apoptosis rate (**D**) were evaluated by CCK8, flow cytometry analysis and LDH release assay, respectively; expression levels of apoptosis-related genes and known target genes of miR-21-5p (*PTEN* and *PDCD4*) were measured by qRT-PCR (**E**); similarly, H9c2 cells were exposed to hypoxia 48 h after transfection with miR-152-3p and transfection efficiency (**F**); cell viability (**G**), membrane integrity (**H**), apoptosis rate (**I**) and apoptosis-related gene expression (**J**) were measured. “Ctrl”, “Mi-ctrl” and “In-ctrl” represented “control”, “mimics control”, and “inhibitor control”, respectively. Three independent experiments performed in triplicate and all data are expressed as mean ± SD. * *p* < 0.05, ** *p* < 0.01.

**Figure 5:**
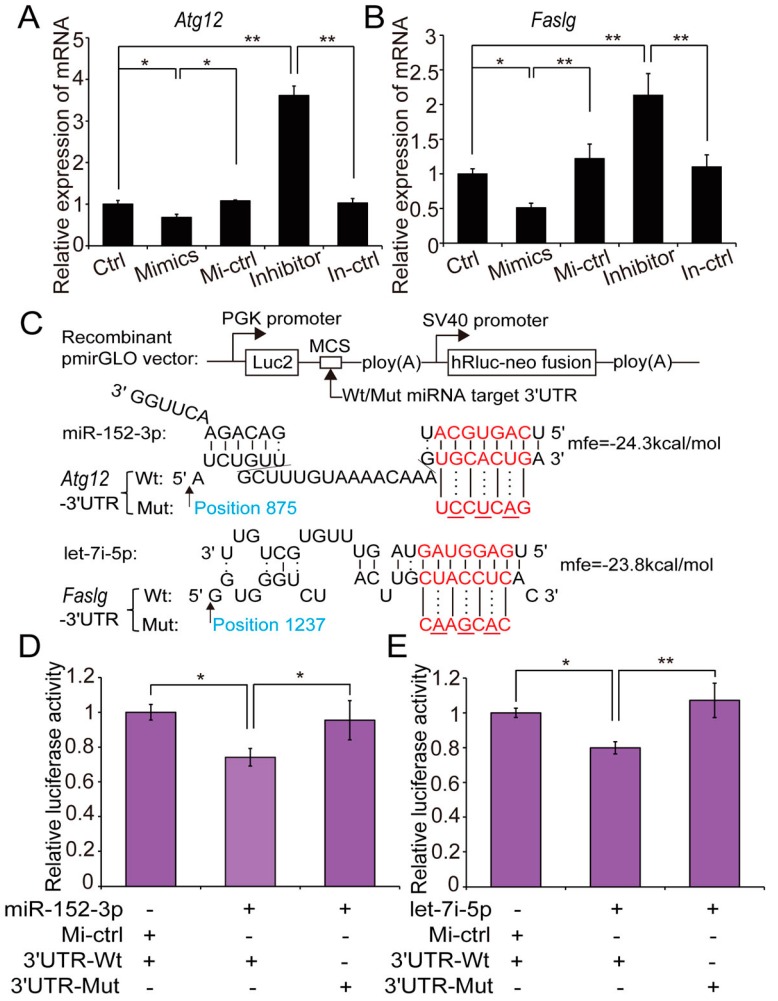
H9c2 cells-derived exosomal miRNAs exerted pro-viability effects by inhibiting apoptotic pathways. (**A**) Relative expression levels of *Atg12* mRNA after gain- and loss-of-function miR-152-3p transfection experiments, determined by qRT-PCR; the qRT-PCR data are normalized to *GAPDH*; (**C**) potential binding sites for miR-152-3p in the 3′-UTR of *Atg12* mRNA predicted by TargetScan, and the 3′-UTR *Atg12* mutation used in our study. A luciferase reporter assay was performed by co-transfecting a luciferase reporter containing the 3′-UTR of *Atg12* (wild-type [Wt] or mutant [Mut]) with a miR-152-3p mimic or control into HeLa cells; luciferase activity was determined 48 h after transfection (**D**); relative expression levels of *Faslg* mRNA after gain- and loss-of-function let-7i-5p transfection experiments (**B**); potential binding sites for let-7i let-7i-5p (**C**) and luciferase activity (**E**). “Ctrl”, “Mi-ctrl”, and “In-ctrl” represented “control”, “mimics control”, and “inhibitor control”, respectively. Three independent experiments performed in triplicate and all data are expressed as means ± SD. * *p* < 0.05, ** *p* < 0.01.

## Supplementary Materials

Supplementary materials can be found at www.mdpi.com/1422-0067/18/4/711/s1.

## Abbreviations

DE miRNA	Differentially-Expressed miRNA
AMI	Acute Myocardial Infarction
HIF	Hypoxia-Inducible Factor
HRE	Hypoxia Response Elements
CPCs	Cardiac Progenitor Cells
CCK8	Cell Counting Kit-8
LDH	Lactate Dehydrogenase
NTA	Nanoparticle Tracking Analysis
FBS	Foetal Bovine Serum
PBS	Phosphate-Buffered Saline
AV	Annexin V-FITC
PI	Propidium Iodide

# Supplementary material for: Overexpression of Exosomal Cardioprotective miRNAs Mitigates Hypoxia-Induced H9c2 Cells Apoptosis
**Source:** Int J Mol Sci. 2017 Mar 28;18(4):711. doi: 10.3390/ijms18040711
**Supplement:** Supplementary file 1

*Supplementary material*

Overexpression of Exosomal Cardioprotective miRNAs Mitigates Hypoxia-Induced H9c2 Cells Apoptosis

Jinwei Zhang^†^, Jideng Ma^†^, Keren Long^†^, Wanling Qiu, Yujie Wang, Zihui Hu, Can Liu, Yi Luo, Anan Jiang, Long Jin, Qianzi Tang, Xun Wang, Xuewei Li*, Mingzhou Li*

†These authors contributed equally to this work.

**Supplementary Figure S1.** Agilent 2100 TapeStation analysis of total RNA from H9c2 cells and exosomes.

**Supplementary Figure S2.** Anti-apoptotic effects of almost exosomal miRNA was revealed by gain- and loss- function experiments.

**Supplementary Table S1.** DE miRNAs in H9c2 cells

**Supplementary Table S2.** DE miRNAs in H9c2 cells-derived exosomes.

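Table S2 gives, for each DE miRNA, the RPM in hypoxic and in normoxic exosomes and their ratio. Its 62 miRNAs are those with a ratio above 2 among the miRNAs identified in both libraries, and italics mark the known hypoxamiRs. Each RPM in the table equals the deposited value. The fold-change in RPM depends on the reads behind the RPM scale, which were more than the miRNA reads.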

**Supplementary Table S3.** List of gene-specific primers used for qRT-PCR

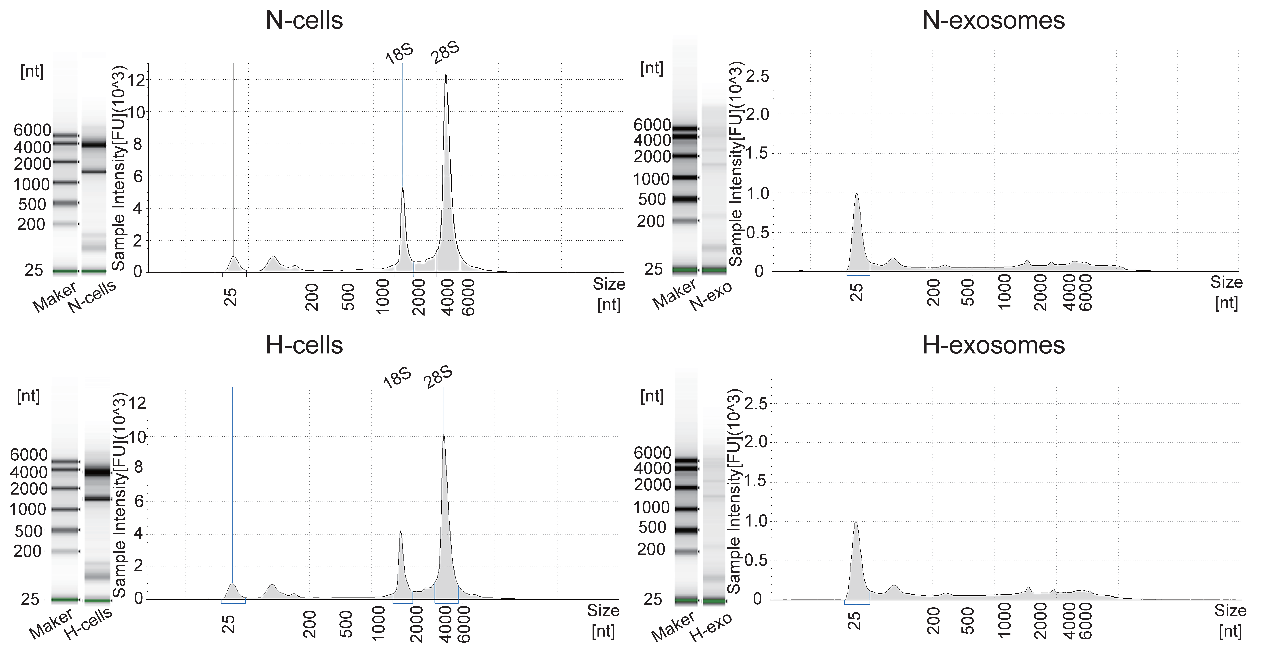

**Supplementary Figure S1.** Agilent 2100 TapeStation analysis of total RNA from H9c2 cells and exosomes. Gels and electropherograms are shown. The left gel lanes represent an RNA ladder standard and the right lanes represent the total RNA from the sample. The y-axes of the electropherograms represent arbitrary fluorescence unit intensity (FU) and the x-axes indicate RNA fragment size (in nucleotides).

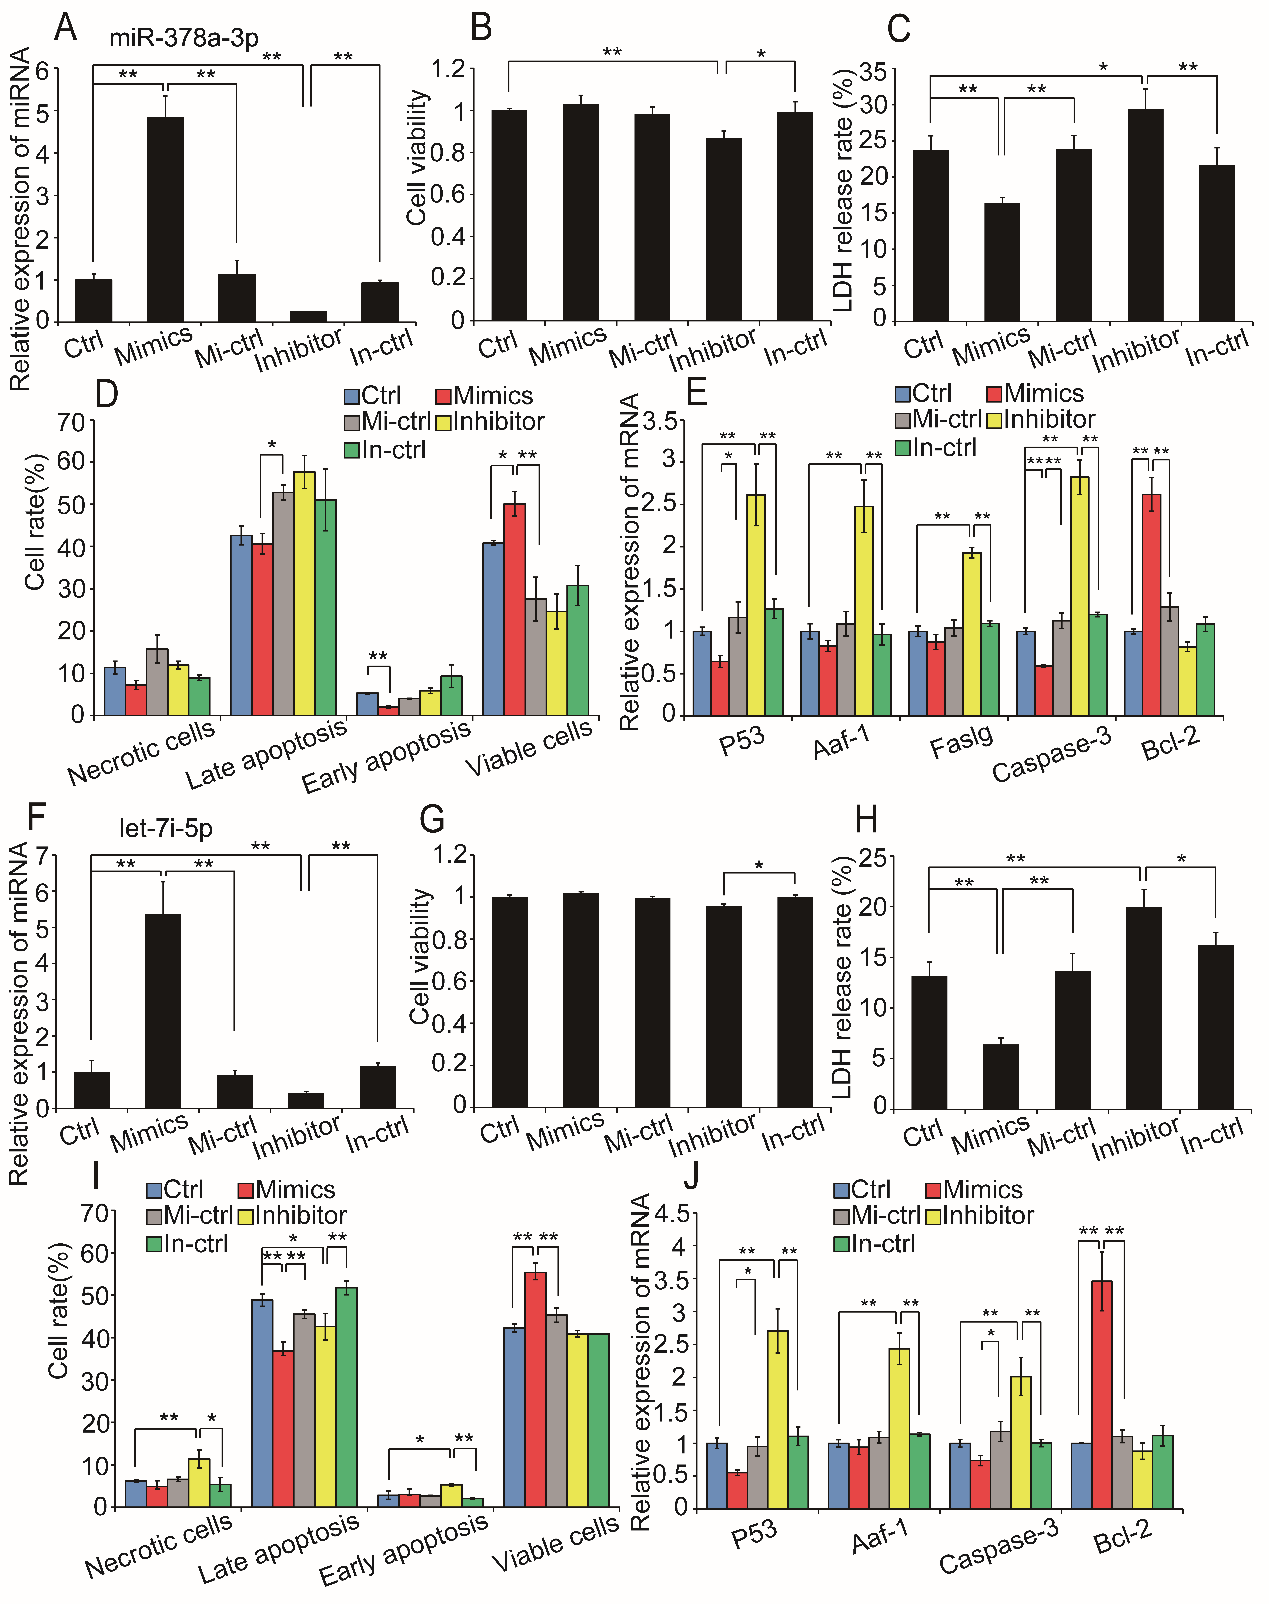

**Supplementary Figure S2. Anti-apoptotic effects of some exosomal miRNA was revealed by gain- and loss- function experiments. (A)** Transfection efficiency of miR-378 was measured by qRT-PCR. H9c2-transfected cells were exposed to hypoxia for 48 h, then cell viability **(B)**, membrane integrity **(C)** and apoptosis rate **(D)** were evaluated by CCK8, flow cytometry analysis and LDH release assay, respectively. Expression levels of apoptosis-related genes and the known miR-378 target gene *Caspase-3* were measured by qRT-PCR **(E)**. Similarly, transfection efficiency **(F)**, cell viability **(G)**, membrane integrity **(H)**, apoptosis rate **(I)**, and apoptosis-related gene expression **(J)** were measured in let-7i-transfected cells after 48 h of exposure to hypoxic conditions. “Ctrl”, “Mi-ctrl” and “In-ctrl” represented “control”, “mimics control” and “inhibitor control”, respectively. Three independent experiments performed in triplicate and all data are expressed as mean ± SD. **P* <0.05, ***P* < 0.01.

**Supplementary Table S1** DE miRNAs in H9c2 cells

Note: Red italic represent “known hypoxamiRs”

**Supplementary Table S2** DE miRNAs in H9c2 cells-derived exosomes

Note: Red italic represent “known hypoxamiRs”

**Supplementary Table S3** List of gene-specific primers used for qRT-PCR

| **Gene name** | **Sequence(5' to 3')** |
| --- | --- |
| *Caspase-3* | F- CATGGCCCTGAAATACGAAGTC  R- GCAGGCCTGAATGATGAAGAGTTT |
| *PTEN* | F- CCAGTCAGAGGCGCTATGTA  R- TACATGAGCTTGTCCTCCCG |
| *PDCD4* | F- AGGTTGCTAGATAGGCGGTC  R-GTCTTCTCAAACGCCGTCTC |
| *Faslg* | F- GCCCGTGAATTACCCATGTC  R- TAGTGGTGATGGAGGTGGTG |
| *P53* | F- CTCCTCTCCCCAGCAAAAGA  R- GTAGACTGGCCCTTCTTGGT |
| *Atg12* | F- TGTCCAAGCACTCATCGACT  R- TCATCCCCATGCCTGTGATT |
| *Aaf-1* | F- CGCTTAACATTGAGGAGGCC  R- TCCCTAGACCACTCTCCACA |
| *Bax* | F- TGGCCTCCTTTCCTACTTCG  R- AAAATGCCTTTCCCCGTTCC |
| *Bcl-2* | F- GACGCGAAGTGCTATTGGT  R- TCAGGCTGGAAGGAGAAGAT |
| *miR-210-3p*  *miR-351-5p*  *miR-7a-5p*  *miR-199a-5p*  *miR-450b-3p*  *miR-146a-5p*  *miR-107-3p*  *miR-22-3p*  *miR-320-3p*  *miR-23a-3p* *miR-378a-3p* *miR-21-5p*  *miR-221-3p*  *miR-151-3p*  *let-7i-5p*  *miR-152-3p*  *miR-146a-5p* *miR-532-5p* | F- CTGTGCGTGTGACAGCGGCTGA  F-TCCCTGAGGAGCCCTTTGAGCCTGA  F- TGGAAGACTAGTGATTTTGTTGT  F- CCCAGTGTTCAGACTACCTGTTC  F- ATTGGGGACGCTTCGCATTCA  F-TGAGAACTGAATTCCAUGGGTT  F-AGCAGCATTGTACAGGGCTATCA  F-AAGCTGCCAGTTGAAGAACTGT  F-AAAAGCTGGGTTGAGAGGGCGA  F- ATCACATTGCCAGGGATTTCC  F- ACTGGACTTGGAGTCAGAAGG  F- TAGCTTATCAGACTGATGTTGA  F- AGCTACATTGTCTGCTGGGTTTC  F- CTAGACTGAGGCTCCTTGAGG  F- TGAGGTAGTAGTTTGTGCTGTT  F- TCAGTGCATGACAGAACTTGG  F- TGAGAACTGAATTCCATGGGTT  F- CATGCCTTGAGTGTAGGACTGT |
| *GAPDH* | F- AACGACCCCTTCATTGACCTC  R- CCTTGACTGTGCCGTTGAACT |
| *U6* | F-CTCGCTTCGGCAGCACA  R-AACGCTTCACGAATTTGCGT |
|  |  |

Note: GAPDH and U6 were used as housekeeping genes for normalising mRNA and miRNA, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

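Small RNA-seq was analysed for 4 libraries, 1 each of normoxic H9c2 cells, hypoxic H9c2 cells, normoxic exosomes and hypoxic exosomes, after 48 h of culture. The methods give a number at RNA extraction without saying whether it counts libraries or replicates, and each condition had 1 library here. No test between conditions was therefore possible. The authors sequenced the small RNA fraction on an Illumina platform and deposited RPM for 765 known rat mature miRNAs of miRBase. The submitters' processing notes name the genome build Rnor 6.0. The aligner, the counter and which reads set the RPM scale are not given in the sources used here.

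Starting from the deposited RPM, the largest step of which every value above 0 is a whole multiple was found for each library. All values (100%) lay within 0.1 of a whole number of steps, and the smallest value was 10 steps in each library. The steps were read as reads, which gave 10404866, 13285239, 11866514 and 12353415 reads behind the RPM scale in normoxic cells, hypoxic cells, normoxic exosomes and hypoxic exosomes. These reads were used for counting intervals, for thinning and for the trimmed mean of M values, and no count model was fitted. The recovery and the intervals were tested on simulated data, in which reads were recovered for 100% of values and the interval held the true ratio for 95.9% of 317 miRNAs in cells and 96.3% of 54 in exosomes. The simulated reads were independent random counts, unlike PCR reads. The simulation therefore checks the computation and not how well the intervals cover the real data.

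A miRNA was identified at 10 reads or more. DE miRNAs were those with a ratio of hypoxia to normoxia above 2 or below 0.5 among miRNAs identified in both libraries, as the paper defines them by fold-change. Intervals are 95% exact (Clopper-Pearson) intervals and cover counting error only. They are narrow for abundant miRNAs in cells and wide in normoxic exosomes, which had 13598 miRNA reads. The chi-square test on hypoxamiRs treats miRNAs as units and takes the paper's number of 60 known hypoxamiRs, of which Tables S1 and S2 mark 52. The names of the other 8 are not used here. Which table of counts the paper tested is not stated in it, so the test here is one choice.

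The rule for named miRNAs was set before the data were examined, when the values in Tables S1 and S2 had been seen. It took every miRNA the paper names, the 10 highest and 10 lowest ratios in cells and in exosomes among miRNAs with at least 50 reads in 1 library, the 12 most abundant miRNAs of each library, and up to 4 members of each list. The 20 lists of miRNA families, clusters and tissue markers were also fixed beforehand, with the values of Tables S1 and S2 seen. A list's median ratio was set beside 10000 random lists of equal size matched on mean level. miR-1b, miR-1-3p, miR-193b-3p, miR-205, miR-134-5p, miR-322-5p, miR-503-5p and miR-351-3p were named after their values were seen. The RefSeq annotation of GRCr8 was used only for which miRNA genes are neighbours, and all 6 genes looked up for the X chromosome cluster were matched.

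The alternatives were other scalings (to the miRNA total, to a median ratio of 1 and by the trimmed mean of M values), other thresholds and minimums, thinning to 13598 miRNA reads in 100 draws, and other backgrounds and tests for the hypoxamiRs. The trimmed mean of M values was computed by a separate implementation (30% trim of ratios, 5% of levels) in place of the planned program, which needs counts. The computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.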

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

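Of the tests in this part, the percentile among lists matched on level was set before its result was seen, but with the values of Tables S1 and S2 seen. Thinning was planned, but its limits as a test of the number of miRNA species were set after its result was seen. The tests of a common factor, of qRT-PCR and of one factor within the cluster were chosen after the values behind them had been seen.

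In cells 88 DE miRNAs were lower in hypoxia, and in exosomes 62 were higher. Among them, 13 had a ratio below 0.5 in cells and above 2 in exosomes, and miR-21-5p had 0.467 in cells and 6.73 in exosomes. Of the 71 miRNAs identified in all libraries, 63 were below 1 in cells and above 1 in exosomes, so these 13 were part of a general shift. Across the 71 the log2 ratios in cells and exosomes had a Spearman rho of 0.091, which shows no inverse relation. Scaled to the miRNA total, miR-21-5p had 0.884 in cells and 0.875 in exosomes. In cells it held 54.9% of that total in normoxia and 48.5% in hypoxia, which draws its scaled ratio towards 1. By the trimmed mean of M values it had 0.766 in cells and 0.855 in exosomes. With the median ratio it had 0.762 in cells and 1 in exosomes, where it is itself the miRNA with the median ratio. The difference between cells and exosomes was not tested, since each condition was 1 library. The share of miRNAs in the reads behind the RPM scale, which the paper does not report, moved the same way, from 51.0% in normoxia to 26.9% in hypoxia in cells and from 0.115% to 0.881% in exosomes.

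Scaled to the miRNA total, 37 were higher and 12 lower in cells and 10 higher and 21 lower in exosomes. With the median ratio there were 26 and 17 in cells and 14 and 20 in exosomes. The median ratio centres the ratios by design, and scaling to the miRNA total takes the shift of the total out of every ratio. A loss of the one-sided direction therefore says nothing about its cause. Scaling to the miRNA total did not centre the ratios in cells, where the ratio of the totals was 0.528 and the median ratio 0.612. In cells, one common factor for every miRNA is argued against as the whole cause by the qRT-PCR of Fig. 2C, which followed the sequencing (Pearson r of log2 folds 0.967 across 7 miRNAs, which the paper states were selected at random, two-sided permutation p = 0.00238 over all 5040 orders). Whether such a factor set the one-sided direction stays open. These qRT-PCR values, on a U6 scale, differed from sequencing by a median log2 of 0.084 on RPM, -0.84 scaled to the miRNA total, -0.62 with the median ratio and -0.63 with the trimmed mean of M values, so at the median they were nearest to RPM, but on RPM single miRNAs differed both ways, from -0.75 to 0.65. In exosomes, one common factor and separate changes of miRNAs cannot be told apart, since the same test with the qRT-PCR of Fig. 3F decides nothing (r -0.177 across 11 miRNAs, two-sided permutation p = 0.605 over 10000 orders). The bars of Fig. 3F do not share a value within their SD, as one factor would need, but the reactions were in triplicate and the paper does not state whether the SD covers separate cultures, so this does not exclude it. In exosomes, more of every miRNA and fewer other RNAs cannot be told apart without a spike-in. The qRT-PCR folds of Fig. 3F, on a U6 scale, differed from the RPM folds by a median log2 of -2.03 and from those scaled to the miRNA total by 0.92. Of the 11 folds 9 lay between both scales, and those of miR-151-3p and miR-532-5p lay below both. A change of miRNA amount with hypoxia stays open as untested.

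The higher number of miRNA species in hypoxic exosomes may follow from the number of miRNA reads. Thinned to the miRNA reads of normoxic exosomes, the hypoxic library had a mean of 65.51 identified miRNAs, fewer than the 74 in normoxia. A greater amount of miRNA in hypoxic exosomes would itself give more miRNA reads, and was not tested.

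The cluster of miR-322, miR-503, miR-351, miR-542 and miR-450, of which the paper discusses miR-351-5p, had 10 of 12 members above a ratio of 1 in cells. Its median was at percentile 100 among random lists of equal size matched on level, so it lay above miRNAs of like level in these libraries. The list was fixed when the values of Table S1, which holds its 2 members above a ratio of 2, had been seen. Its members are neighbours that may vary together, unlike those of random lists. The percentile is therefore not independent evidence against a common factor or a bias with level. Whether its members share one factor stays open. The lower limit of miR-450b-3p was 3.20 times the upper limit of miR-503-5p, but the limits cover counting error only and these members were picked by their ratios. A candidate explanation is a change of the neighbouring genes with hypoxia, to which miR-503-5p is an exception; it was not tested, and each condition was 1 library.

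Of the Dlk1-Dio3 cluster, 5 miRNAs were identified in hypoxic cells and not in normoxic cells, and miR-134-5p had the most reads of them, 90. In exosomes miR-1b had a ratio of 0.418, from 23 and 10 reads.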

How the results depend on the processing

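The hypoxamiR counts and tests under other scalings were chosen after the data were examined, as was the implementation of the trimmed mean of M values, and the other alternatives before. Of 125 alternative values, 44 stayed within the limits set, 72 moved, 6 from beyond the thresholds changed sign and 3, all hypoxamiR tests, no longer passed 0.05. Another 5 of those that moved, all log2 ratios in cells within the thresholds, changed sign too. No paired analysis was possible because each condition was 1 library. Taking any value above 0 or at least 5 reads as identified changed no number, since no value stood for fewer than 10 reads, and restricting the sum to identified miRNAs changed no share; these say nothing about stability. On RPM, the hypoxamiR test stayed below 0.05 in its alternatives, from 6.16e-22 with the Yates correction to 1.93e-05 with the identified background, and was 1.76e-15 with Fisher's exact test; that test against the identified background, which was not among the alternatives, gave 5.59e-05. The depth of normoxic exosomes limits what can be seen in that library.

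Thinned to 13598 miRNA reads, the numbers identified were 77.04 in normoxic cells, 82.22 in hypoxic cells and 65.51 in hypoxic exosomes. For DE miRNAs in cells (92, with 4 higher and 88 lower), there were 49 (37 and 12) scaled to the miRNA total, 43 (26 and 17) with the median ratio and 43 (26 and 17) with the trimmed mean of M values. There were 202 (12 and 190) at 1.5-fold, 9 (0 and 9) at 4-fold, 46 (1 and 45) with the interval outside 0.5 to 2 and 251 (21 and 230) with the interval excluding 1. The number higher was 2 with at least 5 RPM in 1 library and 8 when identified in at least 1 library. For DE miRNAs in exosomes (63, with 62 higher and 1 lower), there were 31 (10 and 21) scaled to the miRNA total, 34 (14 and 20) with the median ratio and 31 (10 and 21) with the trimmed mean of M values. When identified in at least 1 library there were 96, of which 95 were higher. The number lower was 0 at 4-fold, with at least 5 RPM in 1 library and with the interval outside 0.5 to 2. Of the 31 hypoxamiRs, 4 were DE when scaled to the miRNA total, 5 with the median ratio and 5 with the trimmed mean of M values. Of all 52 marked, 6 were DE under each. With the 8 unmarked hypoxamiRs taken as not DE, the chi-square p became 0.236 scaled to the miRNA total and 0.125 with the median ratio and with the trimmed mean of M values. Against the identified background the hypoxamiRs were then DE less often than the others, at 10% against 16.8% scaled to the miRNA total (two-sided Fisher's exact test, p = 0.236) and 10% against 14.5% under the other two (Fisher's exact test, p = 0.530). If all 8 were DE, Fisher's exact test over all rat miRNAs gave 6.02e-06 scaled to the miRNA total and 1.01e-06 under the other two, and against the identified background 0.0745 and 0.0208.

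The log2 ratios below are given scaled to the miRNA total, with the median ratio and with the trimmed mean of M values, in this order. In exosomes that of miR-21-5p (2.75) became -0.19, 0 and -0.23, that of miR-378a-3p (2.48) -0.46, -0.27 and -0.50, that of miR-152-3p (3.61) 0.67, 0.86 and 0.63, that of let-7i-5p (4.01) 1.06, 1.26 and 1.03, and that of miR-210-3p (2.96) 0.018, 0.21 and -0.016. miR-21-5p is the miRNA with the median ratio, which sets its 0. In cells that of miR-21-5p (-1.10) became -0.18, -0.39 and -0.38, that of miR-378a-3p (-0.67) 0.25, 0.040 and 0.047, that of miR-152-3p (-0.92) 0.00012, -0.21 and -0.21, that of let-7i-5p (-0.86) 0.067, -0.15 and -0.14, and that of miR-210-3p (0.57) 1.49, 1.27 and 1.28. The scalings shift every ratio of a library pair alike. Of the lists with at least 3 miRNAs identified in both libraries, 2 of 19 had a median ratio above 1 in cells, and 14 scaled to the miRNA total and 9 with the median ratio; in exosomes all 7 had, and 4 under both of these. The Spearman rho of exosome and cell levels in hypoxia was 0.58 across 138 miRNAs and 0.38 across the 71 identified in all libraries; the cause was not tested.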

Differences from the paper's values

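The paper's p for the hypoxamiRs, rounded, is 1.0e-10 (chi-square test), and the value here is 8.07e-23. None of the alternatives set before the data were examined came within 1.5 times of it, and the paper does not state which table it tested (6.16e-22 with the Yates correction, 1.76e-15 with Fisher's exact test and 1.93e-05 with the identified background). The caption of Fig. 2B gives the shares 31 of 92 and 60 of 765. A chi-square test of these shares, which was not among those alternatives, gave 2.86e-14 and did not reach it either.

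The paper's bars were measured on the pictures of the figures, with errors taken from the whiskers, which are SD. Log2 values are taken to differ here when they lie further apart than the larger of the SD, the reading error and the counting error, and folds when they lie further apart than the larger of the SD and the reading error and one is also over 1.5 times the other. For the small RNA-seq bars of Fig. 2C, the paper's log2 fold-change of miR-146a-5p is about -2.1, read from the figure, and the value here is -0.85; miR-146b-5p had -2.07 here. That of miR-107-3p is about -1.3 in Fig. 2C, read from the figure, and -1.13 here. No other scaling brought either within the reading error. The remaining bars, for miR-210-3p, miR-450b-3p, miR-351-5p, miR-199a-5p and miR-7a-5p, did not differ.

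For the qRT-PCR bars of Fig. 2C, which are means with SD on a U6 scale, the paper's log2 values and those of small RNA-seq here differ for 5 of 7 miRNAs. For miR-210-3p it is about 1.1 in Fig. 2C, read from the figure, against 0.57, for miR-450b-3p about 1.7, read from the figure, against 1.2, and for miR-351-5p about 1.2, read from the figure, against 0.55. Under the median ratio and the trimmed mean of M values these 3 do not differ, and scaled to the miRNA total they do. miR-199a-5p and miR-7a-5p are the reverse, since they do not differ on RPM and differ under the other 3 scalings. For miR-146a-5p it is about -1.6 in Fig. 2C, read from the figure, against -0.85, and for miR-107-3p about -1.6, read from the figure, against -1.13; both differ under all scalings.

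For the qRT-PCR bars of Fig. 3F, the paper's folds and the RPM ratios here differ for 9 of 11 miRNAs, and all 11 are above 1 in both. Across these 11 miRNAs the folds had a Pearson r of -0.18 (log2) and a Spearman rho of -0.17 under every scaling, compared with 0.97 and 0.85 across the 7 miRNAs of Fig. 2C. miR-22-3p and miR-320-3p lay beyond the SD but within 1.5 times on RPM, and differ under the other 3 scalings. For miR-23a-3p it is about 4.7 in Fig. 3F, read from the figure, against 22.2, and lies within 1.5 times, though beyond the SD, under the median ratio, and differs under the other two. For miR-151-3p it is about 2.3, read from the figure, against 21.0, and for let-7i-5p about 2.5, read from the figure, against 16.1; both lie within 1.5 times under the other 3 scalings. For miR-378a-3p it is about 2.4 in Fig. 3F, read from the figure, against 5.57, for miR-21-5p about 2.7 against 6.73, for miR-221-3p about 2.8 against 11.6, for miR-152-3p about 3.0 against 12.2, for miR-146a-5p about 5.2 against 12.2 and for miR-532-5p about 1.5 against 19.7, all read from the figure. These 6 differ under all scalings.

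The paper describes all DE miRNAs of exosomes as upregulated, and here 62 of 63 were higher, with miR-1b at 0.418. No miRNA was lower at 4-fold, with at least 5 RPM in 1 library or with the counting interval outside 0.5 to 2. The paper gives miR-210-3p and miR-351-5p as examples of DE miRNAs in cells, and their ratios here were 1.48 and 1.47, below the threshold of 2; they pass it scaled to the miRNA total, with the median ratio and with the trimmed mean of M values.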

Other observations

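Among miRNAs typical of blood and liver, 3 were identified in both libraries of exosomes, with a median ratio of 1.36 (0.177 scaled to the miRNA total), at percentile 1.50 of random lists matched on level. They were miR-486 (5.10, 95% counting interval 3.65 to 7.27), miR-122-5p (1.36, 1.08 to 1.71) and miR-126a-3p (0.835, 0.435 to 1.59). miR-451-5p, also of this list, had 19 reads in hypoxic exosomes and was not identified in normoxic exosomes. Of 4 neuronal miRNAs, miR-129-5p had a ratio of 9.54, and miR-9a-5p had 1.30 (0.799 to 2.14). Their median was 1.56 (0.203 scaled to the miRNA total), at percentile 4.54. Of the miR-34 family, 3 members were identified in hypoxic exosomes and not in normoxic exosomes. They were miR-34c-5p (118 reads), miR-34b-5p (18 reads) and miR-34a-5p (17 reads). The normoxic library held fewer miRNA reads and lists miRNAs under 10 reads at 0, so absence from it is not shown. The culture medium held exosome-depleted bovine serum, and its RNA was not measured here.

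Exosomes and cells differed in their leading miRNAs. As a share of the miRNA reads under normoxia, miR-423-5p was 157 times, miR-378a-3p 117 times and miR-320-3p 111 times as high in exosomes as in cells. Under hypoxia these were 64.3, 70.9 and 40.1 times. Some miRNAs of fewer reads had higher ratios under normoxia. Among them, miR-486 was at 1025 times (42 reads in exosomes, 16 in cells) and miR-122-5p at 333 times (132 and 155 reads). miR-21-5p went the other way, at 2.49% of the miRNA reads in normoxic exosomes and 54.9% in normoxic cells. The ratios of exosomes to cells under normoxia and under hypoxia had a Spearman rho of 0.916 across 71 miRNAs, which are not independent replicates. In cells, the neuronal list had a median ratio of 0.334, at percentile 0.0400 of random lists. Its median was 0.632 scaled to the miRNA total, with 2 of 6 members above 1. With the median ratio of all miRNAs set to 1 it was 0.545, with 0 of 6 above 1. The Dlk1-Dio3 list had a median of 1.55 across 4 miRNAs of few reads, at percentile 97.9.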
